A study of Mus musculus with 8 samples. Its data were reported in "Identification, Characterization, and Heritability of Murine Metastable Epialleles: Implications for Non-genetic Inheritance" (2018).

How the data were processed

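DNA methylation was measured by whole genome oxidative bisulfite sequencing (WGoxBS) in naive CD4+ T cells and resting CD43- B cells sorted from the spleens of C57BL/6J mice. Bisulfite turns unmodified cytosine into a base read as T and leaves 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) read as C. The oxidation step that precedes bisulfite in WGoxBS is meant to make 5hmC read as T as well, so that the remaining C signal is 5mC. The labels list 8 samples in 4 groups of 2, namely female B cells, female T cells, male B cells and male T cells. Both samples of a group name the same deposited file, and that file holds 1 value per CpG. The name of each file carries the number of 1 of the 2 samples, so a file may hold that sample alone or both joined, and the labels do not decide this. Each group was therefore treated as 1 library with no standard deviation and no n of its own, and the 4 libraries were the units of every fit.

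The authors deposited, for every CpG with at least 5 reads, its position, the methylation level as a fraction between 0 and 1 and the number of reads as a count. Both strands of a CpG were joined in 1 value. Aligner, methylation caller, removal of duplicate reads and whether the samples of a group were joined are not stated in the labels or in the methods. The deposited fractions had been rounded up to 3 decimals: in each library 100% of the levels equalled a whole number of methylated reads over the read count once rounded up. Methylated reads were therefore recovered as the largest whole number not above level times reads, and unmethylated reads as the rest. Positions counted from 0 in the files and matched the mouse build GRCm38 (mm10), with all 20728453 positions listed in any library on a CG of the reference. These positions were 94.8% of the CG sites of the reference. No column of per-sample values was left unused.

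Depth decided the precision. The libraries held 354634149 (female B cells), 350655708 (female T cells), 280919817 (male B cells) and 341892947 (male T cells) reads at CpGs, with a median of 17, 17, 14 and 16 reads per listed autosomal CpG. Shares of reads are given with 95% Wilson intervals. Reads carry no molecular identifiers and CpGs of one read are not independent, so these intervals cover counting error only and are too narrow for anything else. CpGs with fewer than 5 reads in a library are not in its file, which leaves out more CpGs on the single X of males.

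Reads were summed over CpGs listed in all 4 libraries (18684786 CpGs) within 1-kb tiles of the autosomes and X, and within promoters of protein-coding genes (1 kb on either side of the gene start in GENCODE M21, mouse release 21). Regions with at least 5 such CpGs and at least 20 reads in every library were tested. Methylated and unmethylated read counts were fitted with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with a term per library, a term for methylation and terms for cell type and sex on methylation. A common dispersion was estimated on 20000 tiles drawn with a fixed seed, or on as many promoters, and came to 0.00777 for tiles and 0.0108 for promoters. The quasi-dispersion was shrunk fully to its trend (infinite prior degrees of freedom), so each region was judged against a spread shared by all regions and not against its own. Benjamini-Hochberg adjustment ran over all regions of a kind. A region was called at an adjusted p under 0.05 together with a mean difference of at least 20 percentage points. The difference is the mean of the 2 library levels on one side minus that on the other. A further contrast set female B cells and male T cells against female T cells and male B cells, in place of the sex term. It follows neither label, and it measures whether the B minus T difference differed between the sexes.

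Intracisternal A particles (IAPs) are endogenous retroviruses whose long terminal repeats (LTRs) can act as promoters, and VM-IAPs are those the study listed as variably methylated between individuals. The study's list of 105 loci served as a fixed list of positions, with 29 IAPs that the study had tested and placed under its threshold as controls. Of these 29, 7 are also on the study's additional list, between its main threshold and a lower one. The paper places Cdk5rap1, also among the 29, just below its threshold and describes it as already known to vary. The controls may therefore include IAPs that vary. No level or score of the study was used as data. The level of an IAP was the unweighted mean of up to 8 CpGs nearest an end of the element, with at least 4 CpGs listed in all 4 libraries. The end with the larger range over the libraries was taken. Other copies of the 44 listed solo LTRs were found in the reference with blastn 2.17.0 at no less than 90% identity over no less than 90% of the length, without the loci the study lists. The range over the libraries was compared between sets with 2-sided permutation tests of the difference in medians (100000 resamples), and differences between libraries were correlated over loci with 2-sided permutation tests of Pearson's r and Spearman's rho. Counting noise was simulated with 10000 binomial draws at each CpG's mean level and own depth, with the end chosen anew in each draw. Counts of methylated and unmethylated reads at the IAP ends were also tested with edgeR, adjusted over the list alone.

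The groups, thresholds, regions, the rule for named genes, the alternatives listed below and most comparisons were chosen before the data were examined. At VM-IAPs, the correlation of the B minus T difference between the sexes, the third pairing of libraries and the edgeR and limma tests of the third contrast were added after the data were seen. Named genes were the 5 promoters with the largest B minus T difference in each direction among those called and of the same sign in both sexes, fixed lists of 8 B cell and 12 T cell genes, 5 X-linked genes and the 3 X promoters with the largest female minus male difference. The 3 tiles with the largest difference in each direction, 16 imprinted genes, 10 VM-IAPs that the text of the study follows up and its control IAP near Dst completed the list. The alternatives were 5-kb tiles, promoters of 500 bases on either side, a minimum of 50 reads, no minimum difference or one of 10 points, limma 3.58.1 on log2((methylated + 1)/(unmethylated + 1)), no sex term, Fisher's exact test in each sex apart, each library left out in turn, other means per CpG and other definitions of the IAP level. Other tests, alternatives and loci chosen after the data were seen are named where their values are given.

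The fits were tested on simulated data drawn from the levels and reads of the real regions, with 200 regions changed by 30 points. Over 50000 tiles, edgeR recovered 95.5% of the changed tiles in the B against T comparison and called 1 unchanged tile, and limma recovered 93.5%. Over the 20501 promoters, edgeR recovered 99.5% with 0 unchanged promoters called. Unchanged regions were drawn at the same level in every library, with a spread shared by all regions, as the edgeR fit assumes. Spread particular to a region, as between pools of mice, was not drawn. The few false calls therefore do not bound those in the deposited reads. Over the 96 VM-IAPs with 20 changed by 30 points, 65% passed an adjusted p of 0.05 in the cell type comparison, so smaller differences would often be missed there. The permutation and Fisher tests were checked on simulated data and against scipy 1.17.1. Summing and permutation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and numba 0.67.0, and plots matplotlib 3.10.9. Scaffolds and the Y chromosome were left out of all tests. The bisulfite libraries of the same cells without oxidation, the RNA sequencing of the study and the spike-in controls named in the labels were not used here.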

Results

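Genome-wide 5mC levels were recorded at CpGs in naive CD4+ T cells and resting CD43- B cells from the spleens of female and male C57BL/6J mice. The 8 samples formed 4 groups of 2, and each group had 1 file, which may hold 1 or both of its samples, so 4 libraries were compared and no value below has a spread between replicates. Coordinates count from 1 on GRCm38. The female B cell library listed 20197082 CpGs, the female T cell library 19989740, the male B cell library 19595981 and the male T cell library 19985683, with 354634149, 350655708, 280919817 and 341892947 reads at CpGs respectively. Over all reads at autosomal and X CpGs, 80.4% were methylated in female B cells, 78.7% in female T cells, 81.2% in male B cells and 78.9% in male T cells, with counting intervals too narrow to show at this precision. The unweighted mean over CpGs with at least 5 reads moved 3 of these means most, and gave 80.9%, 79.6%, 81.0% and 79.5% in the same order. That over CpGs listed in all 4 libraries, added after the data were seen, moved male B cells most and gave 80.79%, 79.5%, 80.78% and 79.4%, so the B cells of females were no longer below those of males.

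The sex of each library was checked against the sex chromosomes. The median read count on X was 0.882 times that on autosomes in female B cells, 0.824 times in female T cells and 0.5 times in both male libraries. No Y CpG was listed in the female libraries, whereas 53079 were listed in male B cells and 67565 in male T cells. Mitochondrial CpGs served as a background that is read the same way. The methylated share of mitochondrial reads was 0.271% in female B cells (95% Wilson interval 0.247% to 0.298% of 162344 reads), 0.0733% in female T cells (0.0607% to 0.0885% of 147287), 0.727% in male B cells (0.684% to 0.772% of 142442) and 0.0709% in male T cells (0.0579% to 0.0870% of 129679). Both B cell libraries were thus above both T cell libraries, with the highest share in male B cells.

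The study profiled both cell types, which leaves open where the cell types themselves differ in methylation. Of 1530528 tiles of 1 kb (median of 9 CpGs and 140 reads per library), 48485 were called between B and T cells by edgeR. Of these, 36058 (74.4%) were more methylated in B cells and 12427 in T cells, and 48036 lay on autosomes and 449 on X. B minus T had the same sign in females and males at 48480 of the called tiles (99.99%) and reached 20 points in both sexes at 38806. Over all tested tiles the sign was the same at 59.3%, and a call at a mean of 20 points or more favours agreement in sign. Dropping the minimum difference moved this count most in number, to 142524, and 5-kb tiles moved it most as a ratio, with 6257 of 501029 called. Over all autosomal tiles the median B minus T difference was 0.764 points in females and 0.938 points in males. By annotation, 51.5% of the called tiles lay in introns against 37.8% of all tested tiles, 27.2% were intergenic against 43.1%, 18.2% were in exons against 15.8% and 3.17% in promoters against 3.29%.

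The largest differences came close to the full scale. A tile over an exon of Satb1 (chromosome 17, 51821001 to 51822000) was methylated at 100% in female B cells (94.7% to 100%), 1.35% in female T cells (0.239% to 7.27%), 98.4% in male B cells (91.5% to 99.7%) and 1.45% in male T cells (0.256% to 7.76%), a B minus T difference of 97.8 points with an adjusted p of 3.42e-53. It was followed by tiles in an intron of Inpp4b (97.5 points, chromosome 8, 81771001 to 81772000) and an exon of Trbc1 (97.4 points, chromosome 6, 41538001 to 41539000). In the other direction B minus T was -96.4 points over an exon of Memo1 (chromosome 17, 74201001 to 74202000), -95.6 points at 29369 bp from Cecr2 (chromosome 6, 120636001 to 120637000) and -92.9 points at 13904 bp from Gm9945 (chromosome 11, 53495001 to 53496000). The smallest library in these 6 tiles held between 44 and 111 reads.

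Among 20501 promoters of protein-coding genes (median of 62 CpGs and 1068 reads per library), 280 were called between B and T cells, 196 higher in B and 84 higher in T cells. Dropping the minimum difference moved this count most, to 4070 promoters, of which 3620 were higher in B cells. The count was also lower when any 1 library was left out. Those fits had 1 residual degree of freedom and no second term, and the cause of the fall was not tested. The fall therefore does not show that the count rests on a given library. The same limit holds for the calls below that were lost without a library. The promoter of Cd3d (chromosome 9, 44980786 to 44982786) was methylated at 94.1% in female B cells (91.3% to 96%), 2.03% in female T cells (0.935% to 4.37%), 94.9% in male B cells (91.6% to 96.9%) and 2.76% in male T cells (1.55% to 4.87%), a difference of 92.1 points (adjusted p 3.59e-175). Cd3g (chromosome 9, 44979431 to 44981431), whose window overlaps that of Cd3d, differed by 85.5 points, Themis (chromosome 10, 28667360 to 28669360) by 85.0, Cd247 (chromosome 1, 165787681 to 165789681) by 84.9 and Cd3e (chromosome 9, 45008627 to 45010627) by 84.2. The promoter of Ms4a1 (chromosome 19, 11265241 to 11267241) was methylated at 12.7% (9.05% to 17.6%) and 13.8% (9.79% to 19.1%) in female and male B cells and at 95.2% (92.0% to 97.2%) and 94.4% (90.9% to 96.6%) in the corresponding T cells, a B minus T difference of -81.5 points (adjusted p 9.40e-104). Of the other promoters named for this direction, 1 is not reported here. Fcrla (chromosome 1, 170926583 to 170928583; -69.1 points), Igll1 (chromosome 16, 16862985 to 16864985; -63.4) and Cd79a (chromosome 7, 24896381 to 24898381; -59.6) were the others. Cd79a was not called without female T cells or without male T cells.

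Genes that mark the B or the T cell lineage asked whether the promoters of each library carried the methylation of its named cell type. Of 20 such promoters, 13 were called over all promoters and 13 when adjusted over the list alone, each with the lower level in the cell type that the gene marks. Of these calls, 1 is not reported here by name. Besides those above, the other calls were Cd79b (-29.6 points), Blk (-29.4), Cd22 (-40.0), Cd4 (62.4), Cd5 (62.0), Cd6 (46.8) and Lck (63.3). Cd79b and Cd22 were not called without female T, male B or male T cells, Cd6 was not called without female T or male T cells, and Blk was not called when any 1 library was left out. In windows of 500 bases, Cd22 (-19.9 points) and Blk (-8.59 points) were not called either. A further 5 promoters passed the adjusted p but not 20 points: Pax5 (-13.4), Ebf1 (-3.49), Tcf7 (9.73), Bcl11b (3.68) and Thy1 (8.54). Cd28 (0.298 points) and Lef1 (0.370 points) did not pass. Intervals of the named autosomal promoters were at most 14.3 points wide, at 103 to 2621 reads per library.

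**Figure D1:**
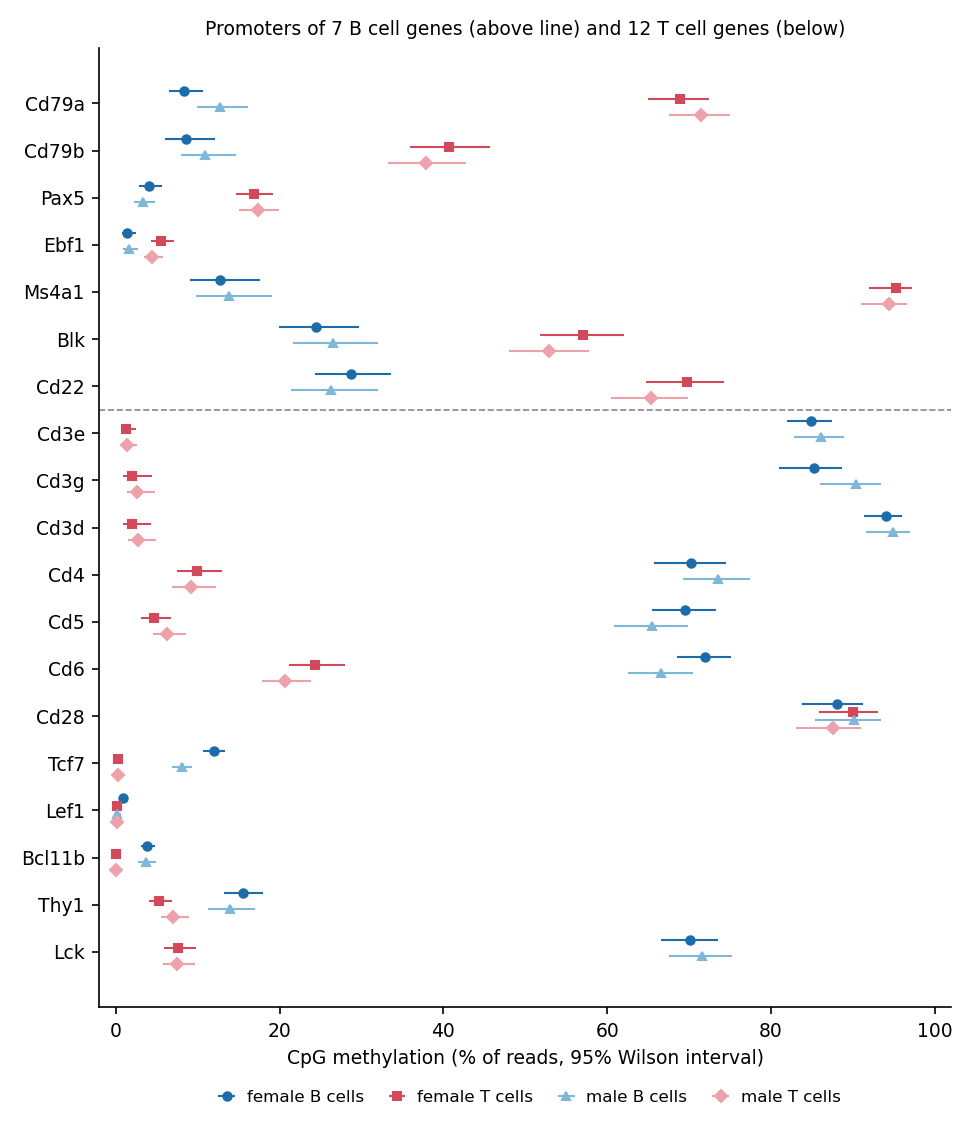
CpG methylation (% of reads, x axis) of the promoters of B cell genes (above the dashed line) and 12 T cell genes (below) in the 4 libraries, with 95% Wilson intervals as bars. Levels of female and male libraries of a cell type lie close together, as at Cd3d with 94.1% and 94.9% in B cells and 2.03% and 2.76% in T cells.

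The comparison of females with males asked whether sex left a mark on methylation, which the study examined at IAPs. Of all tiles, 1324 were called between the sexes by edgeR, of which 1304 lay on X (1228 higher in females) and 20 on autosomes (15 higher in females). With no minimum difference 372 autosomal tiles passed, of which 118 were higher in females and 254 in males, so the main direction flips there. Among the tiles called on X, 53.8% were in promoters, against 4.56% of all tested X tiles. The count was 392 with limma, of which 391 were on X and 1 on autosomes, and 0 with any 1 library left out, although 19847 to 33327 tiles then had an unadjusted p under 0.05. The largest difference, 70.7 points (adjusted p 7.25e-75), was at 2916 bp from C1s2 (chromosome 6, 124639001 to 124640000), with 89.2% in female B cells (85.2% to 92.1%), 94.6% in female T cells (91.6% to 96.6%), 23.2% in male B cells (20.8% to 25.8%) and 19.2% in male T cells (17% to 21.5%). Reads per CpG were scaled to the median autosomal tile of each library. On this scale males had 3.93 times as many as females there, and the tile matched Y sequence at 87.2% identity over 187 bases. The next was in an intron of Gm19585 (51.4 points, chromosome 17, 52032001 to 52033000). It had 2.05 times as many male reads on the same scale and a Y match of 88.4% over 225 bases. The third was the promoter of Brcc3 (48.3 points, X, 75417001 to 75418000), at 52.7% (45.5% to 59.8%) and 43.8% (36.2% to 51.7%) in female B and T cells and 0% in both male libraries (up to 5.50% of 66 reads and up to 3.89% of 95 reads). In the other direction, 3 tiles of Firre on X had the largest excess in males, with female minus male differences of -55.0 (50623001 to 50624000), -54.1 (50614001 to 50615000) and -53.8 points (50591001 to 50592000).

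At promoters, 408 of 773 on X were called between the sexes, each with the higher level in females, and 0 of 19728 on autosomes by edgeR, where 1577 had an unadjusted p under 0.05. By limma the counts were 361 on X and 0 on autosomes, with 1162 autosomal promoters at an unadjusted p under 0.05. The X count was 0 without female B cells, 0 without female T cells, 236 without male B cells and 101 without male T cells. At the 155 CpG-rich promoters on X the median level was 35.6% in female B cells, 34.3% in female T cells, 3.71% in male B cells and 2.04% in male T cells, and the median female minus male difference was 30.3 points in B cells and 30.6 points in T cells. At 7271 CpG-rich autosomal promoters it was -0.726 points in B cells and -0.0681 points in T cells. Females were higher in both cell types at 148 of the 155 (95.5%). The other 618 X promoters, poor in CpG, were less uniform, with females higher in both cell types at 370 (59.9%). Their median difference was 13.4 points in B cells and 14.2 points in T cells, with first quartiles of -1.43 and -1.16 points.

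**Figure D2:**
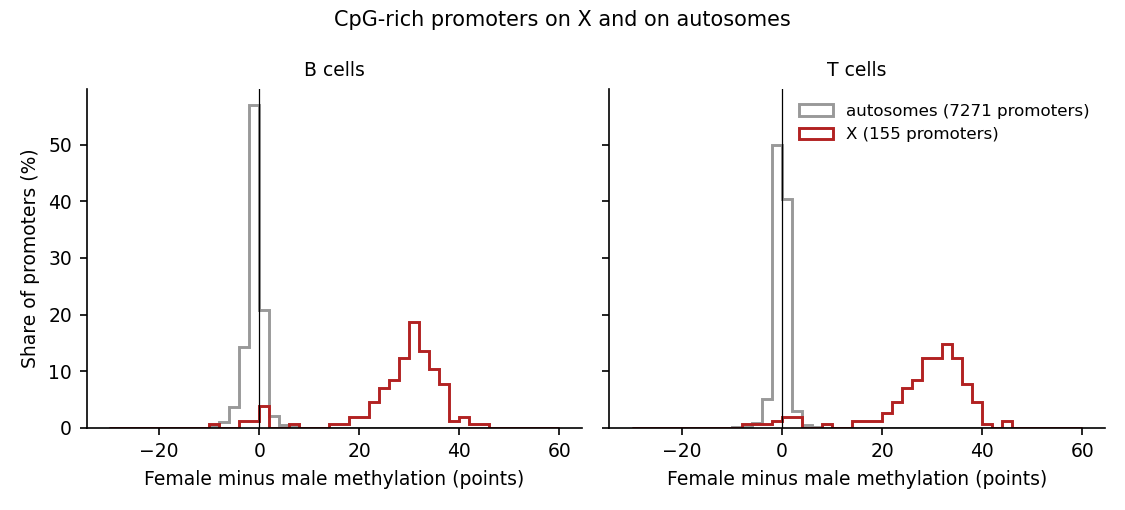
Distribution of the female minus male methylation difference (points, x axis) over CpG-rich promoters, as share of promoters (%, y axis), for B cells and T cells in separate panels. The 155 X promoters center near 30.3 points in B cells and 30.6 in T cells, and the 7271 autosomal promoters near 0.

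Xist, the RNA gene of the inactive X, had the reverse pattern. Its promoter (X, 103482254 to 103484254) was methylated at 41.6% in female B cells (38.2% to 45.2%), 45.9% in female T cells (42.5% to 49.3%), 95.2% in male B cells (92.4% to 97.0%) and 94.9% in male T cells (92.4% to 96.7%), a female minus male difference of -51.3 points (adjusted p 7.15e-62). It was not called without female B or without female T cells. Of the 5 listed X genes, 1 was called, and 1 when adjusted over the list alone. Kdm5c (1.75 points, adjusted p 0.000314) and Ddx3x (2.51 points, adjusted p 0.00528) passed the adjusted p but not 20 points, and Kdm6a (-0.475) and Eif2s3x (0.514) did not pass. The largest positive differences were at Il2rg (X, 101267255 to 101269255; 47.1 points), Sash3 (X, 48145436 to 48147436; 45.0 points) and Gm20489, whose window overlaps that of Il2rg (X, 101268023 to 101270023; 44.8 points). Il2rg and Gm20489 were not called when any 1 library was left out, and among these fits Sash3 was called only in that without male B cells. At Il2rg, levels were 60.3% (51.6% to 68.4%), 41.8% (33.8% to 50.3%), 7.94% (3.44% to 17.3%) and 0% (up to 4.48% of 82 reads) in female B, female T, male B and male T cells.

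The third contrast tested whether the B minus T difference itself differed between the sexes. It called 13 tiles by edgeR, 2 on autosomes and 11 on X, and 0 by limma, with 66762 and 73047 tiles at an unadjusted p under 0.05. With no minimum difference it called 119, the farthest from 13 in number, while the 0 of limma was the farthest as a ratio. Both autosomal tiles lay in VM-IAPs. In an intron of Snd1 (chromosome 6, 28929001 to 28930000; 24 CpGs) levels were 88.2% (84.5% to 91.0%), 89.7% (85.5% to 92.8%), 95.1% (91.7% to 97.2%) and 44.8% (39.2% to 50.5%) in female B, female T, male B and male T cells, with an adjusted p of 1.27e-08. At 1957 bp from Marveld2 (chromosome 13, 100593001 to 100594000; 15 CpGs) they were 95.4% (91.2% to 97.7%), 57.9% (51.3% to 64.2%), 79.5% (71.3% to 85.8%) and 86.4% (80.4% to 90.8%), with an adjusted p of 0.000274. The 11 X tiles fell in 7 genes, 3 of them in Cd40lg, and had median levels of 90.9% in female B cells, 49.6% in female T cells, 95.5% in male B cells and 4.50% in male T cells.

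**Figure D3:**
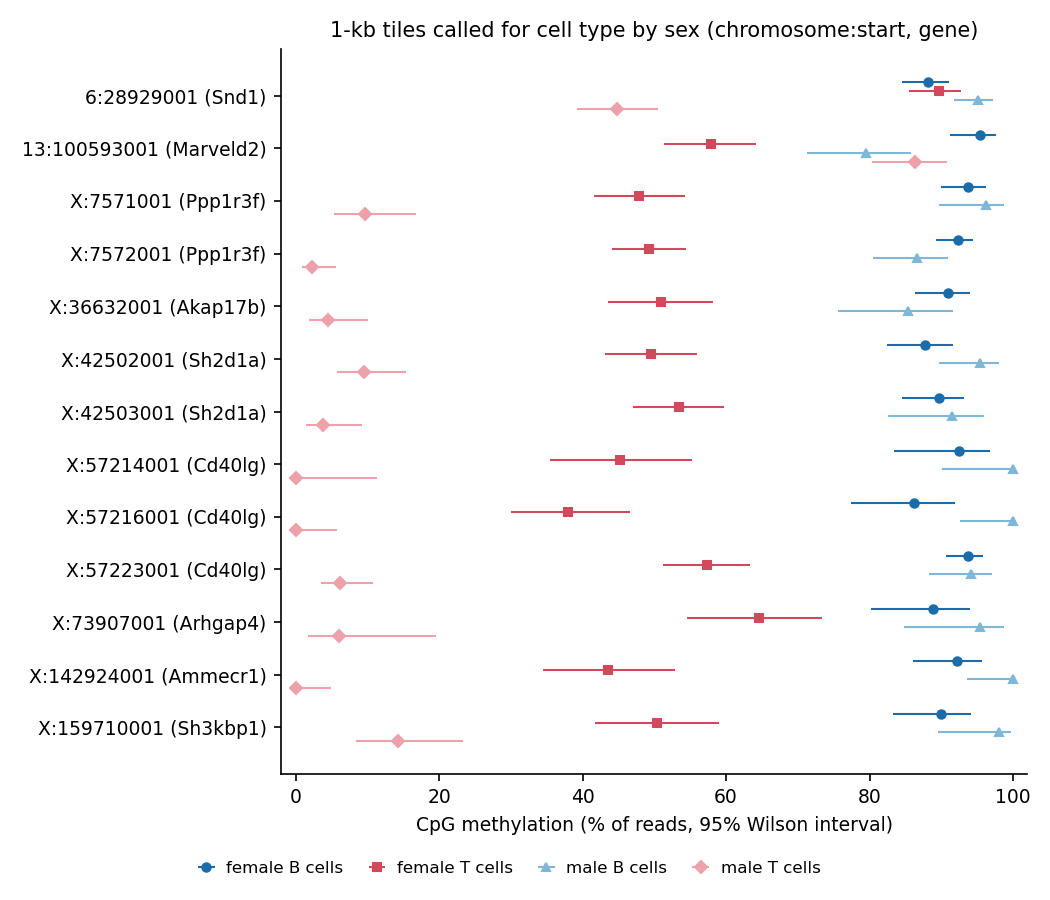
CpG methylation (% of reads, x axis) of the 13 tiles called for a B minus T difference that differed between the sexes, in the 4 libraries, with 95% Wilson intervals as bars. At the 11 X tiles female T cells range from 38% to 64.6% and male T cells from 0% to 14.3%, while all B cell levels are at 85.3% or above.

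VM-IAPs were listed by the study as IAPs whose methylation varies between individuals of 1 inbred strain. Libraries pool mice, so the question here was how far the 4 pools differed at these loci. The list was chosen on data that include these samples, so a larger range at listed loci is not independent evidence. Levels were read at 96 of the 105 listed loci and at 29 IAPs under the study's threshold. The median range over the 4 libraries was 18.9 points at VM-IAPs and 5.89 points at the 29 IAPs, a difference of 13 points (2-sided permutation test, p = 0.00017). Taking the second highest minus the second lowest library moved the difference most, to 3.07 points (permutation p = 0.0123). With a library left out it was 8.68 to 11.2 points, lowest without male B cells. Against 3056 other copies of the same LTRs, with a median range of 5.28 points, the difference was 13.6 points (permutation p = 1e-05, the smallest that 100000 resamples can give). A range of at least 25 points was found at 32 of 96 VM-IAPs (33.3%), 0 of 29 IAPs under the threshold and 11 of 3056 other copies (0.360%). The median level was 68.0% at VM-IAPs, 95.3% at the 29 IAPs and 95.8% at the other copies, with medians of 91, 90.5 and 94 reads per end and library. Of the 96 loci, 61 (63.5%) were intergenic, 22 lay in introns and 13 overlapped exons.

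**Figure D4:**
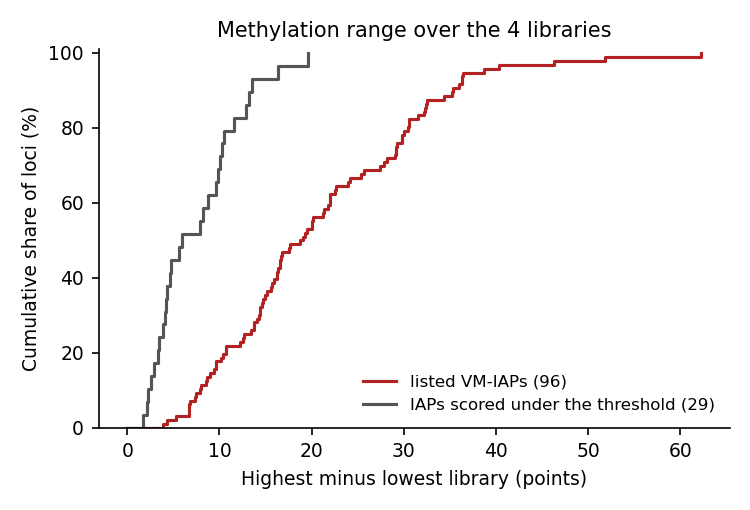
Cumulative share of loci (%, y axis) against the highest minus the lowest of the 4 libraries (points, x axis), for 96 listed VM-IAPs and 29 IAPs under the threshold. The medians are 18.9 and 5.89 points, and no IAP under the threshold reaches 25 points.

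A level that is fixed in a mouse before its tissues form would be shared by its B and T cells, if both were sorted from the same mice, which the labels do not state. Over the 96 VM-IAPs, the female minus male difference in B cells was correlated with that in T cells at Pearson's r = 0.153 (2-sided permutation test, p = 0.136; adjusted over 3 correlations, 0.136) and Spearman's rho = 0.190 (p = 0.0643; adjusted, 0.0643), and r was 0.158 without the 2 loci farthest from the median. These are correlations across loci, which are not independent replicates. The difference had the same sign in both cell types at 57 of 96 loci (59.4%). The alternative that moved r most, 4 distal CpGs, gave 0.0899. The other 2 correlations of this family were added after the data were seen. The B minus T difference in females was correlated with that in males at r = 0.553 (p = 1e-05, the smallest possible; adjusted, 1.5e-05) and rho = 0.541 (p = 1e-05; adjusted, 3e-05), and r was 0.471 without the 2 farthest loci. It had the same sign at 69 loci (71.9%), 49 of them higher in B and 20 higher in T cells. The third pairing, female B minus male T against female T minus male B, gave r = -0.437 (p = 1e-05; adjusted, 1.5e-05) and rho = -0.404 (p = 0.0001; adjusted, 0.00015), with r = -0.348 without the 2 farthest. Its covariance equals that of the first pairing minus that of the second, by algebra. The sign of its r thus follows from the other 2, and it is not a separate result.

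Adjusted over the list alone, edgeR called 0 of 96 VM-IAPs for sex, with 6 at an unadjusted p under 0.05 and a smallest adjusted p of 0.512, and limma called 0 with 9 unadjusted. For cell type, edgeR called 0 with 20 unadjusted and a smallest adjusted p of 0.0541, limma called 4, and edgeR on 4 distal CpGs called 3. The study left loci split by cell type out of its list, so few calls for cell type are not independent of that choice. For the third contrast, also added after the data were seen, edgeR called 0 with 1 unadjusted, and limma 0 with 3 unadjusted. The shared dispersion was 0.0608, and the simulation showed that 65% of changes of 30 points would be found at these depths, so smaller differences were often not detectable.

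Of the 10 VM-IAPs that the text of the study follows up, 8 could be read. At Rnf157 (chromosome 11, 116389404 to 116394709, in an intron) levels were 54.8% (44.7% to 64.4%), 66.6% (55.6% to 75.5%), 87.3% (75.3% to 94.1%) and 63.0% (48.8% to 78.2%) in female B, female T, male B and male T cells, over 5 CpGs with 95, 83, 48 and 37 reads. Its female minus male difference was -32.6 points in B cells and 3.62 points in T cells, and -15.7 points over both by edgeR, with an adjusted p of 0.743. These CpGs lie at the 3' end, whereas the study reported a sex effect at the 5' LTR, in ear samples. The paper found that the LTRs at either end of an IAP can differ, so these values do not test that effect. Bmf (chromosome 2, 118554765 to 118558375) had 37.1% (29.4% to 46.0%), 52.0% (44.3% to 60.5%), 77.4% (65.6% to 85.2%) and 54.5% (47.2% to 62.3%) in the same order. Marveld2 (chromosome 13, 100588951 to 100594225) had 41.3%, 11.4%, 21.5% and 57.7% over 4 CpGs, and Sema6d (chromosome 2, 123754520 to 123754992, a solo LTR) 79.3%, 61.1%, 78.6% and 40.6%. Ranges at Tfpi (chromosome 2, 84505209 to 84510421), 2610035D17Rik (chromosome 11, 113173016 to 113173489), Slc15a2 (chromosome 16, 36765054 to 36770352) and Eps8l1 (chromosome 7, 4455441 to 4460702) were 25.7, 30.04, 17.7 and 7.88 points. The control IAP near Dst (chromosome 1, 34347456 to 34351369) had a range of 5.89 points. Mbnl1 and Gm13849 had fewer than 4 CpGs listed in all 4 libraries. The largest range of all, 62.3 points, was at Bex6 (chromosome 16, 32195537 to 32200340), which was singled out after its values were seen, with 0% in female B cells (up to 5.00% of 73 reads), 34.6% in female T cells (24.0% to 45.1%), 10.2% in male B cells (4.51% to 19.5%) and 62.3% in male T cells (49.4% to 74.0%).

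**Figure D5:**
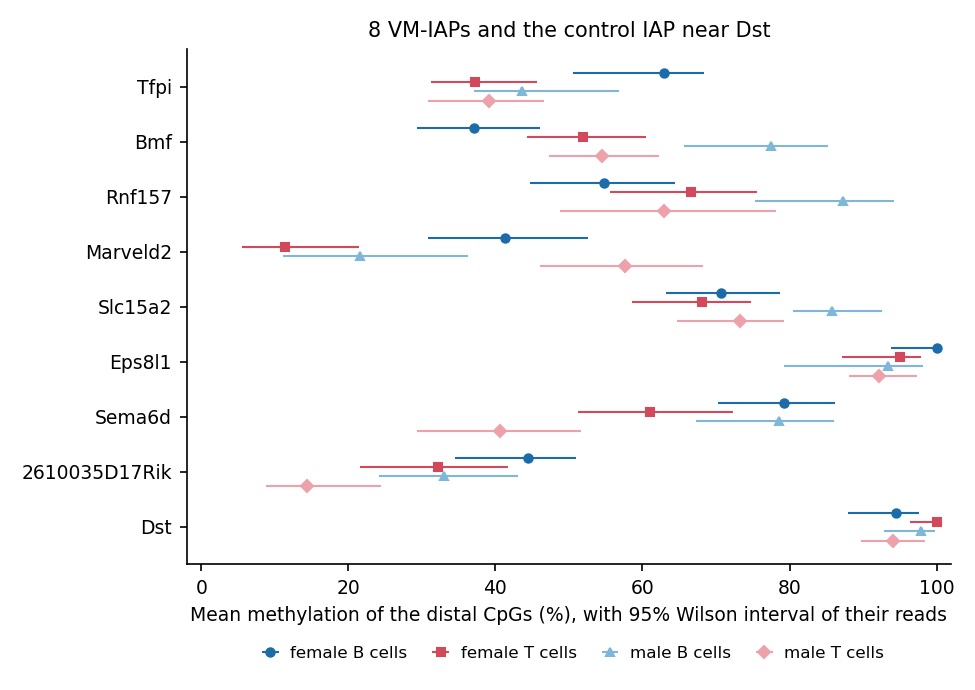
Mean methylation (%, x axis) of the distal CpGs of 8 VM-IAPs and of the control IAP near Dst in the 4 libraries, with the 95% Wilson interval of their reads as bars. Levels at Bmf run from 37.1% to 77.4%, and those at Dst from 94.1% to 100%.

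Promoters of imprinted genes were measured as further loci, since a region methylated on 1 parental copy would have an intermediate level. Each window was set by the gene start, so it need not cover such a region. Of 16 such promoters, 9 had a mean level of 30% to 70%, and the median range over the 4 libraries was 5.65 points over all 16 and 9.22 points over these 9. The others included Mest at 93.3% and Inpp5f at 9.58%. Whether their windows miss the imprinted region was not tested, so these levels do not show that methylation of 1 parental copy was lost. Peg3 had a mean of 45.5%, Kcnq1ot1 of 47.3%, Zrsr1 of 47.3% and Nespas of 49.5%, the last with a range of 2.88 points. The largest ranges were 19.5 points at Airn and 16 points at H19. In windows of 500 bases, 10 of 15 were between 30% and 70%, with a median range of 9.42 points over all 15 and 10.4 points over these 10.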

Values the study reported

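The study selected 552 polymorphic IAPs within or near differentially expressed genes and found a variable pattern at 31 of them. Its genome-wide screen averaged the 8 distal CpGs of an IAP over 16 datasets and asked for a gap of at least 25% once the most and the least methylated dataset were set aside, which gave around 100 candidate VM-IAPs. About 70% of these were described as intergenic. Each replicate was a pool of 4-5 individuals. At Rnf157 the study measured a sex effect, with higher methylation in males, at distal CpGs of the 5' LTR in ear samples.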

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

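The tests of VM-IAP pools at the autosomal tiles, of a sex difference left out of the fit and of conversion at low tiles were chosen only after the result was seen, while the test of a methylated copy on the inactive X was chosen before its own result but after the pattern.

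The B minus T difference differed between females and males at 13 tiles, by the contrast that tests this difference itself. The number depended on the tool, since limma called 0 of the same tiles, with 73047 at an unadjusted p under 0.05 against 66762 by edgeR.

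At the autosomal tile that overlaps the VM-IAP of Snd1, B minus T was -1.51 points in females and 50.4 points in males, a difference of -51.9 points (-51.8706). At that in the VM-IAP near Marveld2 it was 37.5 points in females and -6.90 points in males, a difference of 44.4 points (44.4133). In each case 1 library stood apart from the other 3: male T cells at 44.8% in Snd1 and female T cells at 57.9% near Marveld2. VM-IAPs overlap 247 of the tested autosomal tiles (0.0165%), in whole or in part, and both called tiles were among them (Fisher's exact test, 2-sided, p = 2.71e-08). The study chose its list for variation on data that include these libraries, so such an overlap follows in part from that choice. Whether a level that differs between the mice of each library accounts for both tiles therefore cannot be told apart from other causes here. The tile in Snd1 also passed for cell type, with a B minus T difference of 24.4 points (adjusted p 2.09e-10), and its female minus male difference was 18.95 points (adjusted p 0.000572). That near Marveld2 had a B minus T difference of 15.3 points (adjusted p 8.50e-05) and a female minus male difference of -6.27 points (adjusted p 0.993). An effect of cell type or sex at these loci therefore stays open.

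At the 11 X tiles, the median difference of B minus T between females and males was -51.4 points (-51.3925). Each had a lower level in T than in B cells in both sexes, and the 95% intervals of female and male T cells did not overlap at any of the 11, the shallowest library holding 30 reads. A sex difference that the contrast leaves out was argued against as the cause: reads drawn from cell type and sex terms at each X tile gave 0 calls on X by edgeR, against 11 in the deposited reads, and 0 also with no minimum difference. On autosomes, where the sex term was drawn only at tiles that passed for sex, the draws gave 0 calls. They were tested at the dispersion of this contrast in the deposited reads (0.0146). A methylated copy on the inactive X was tested on tiles chosen from male levels alone, with under 20% in 1 cell type and 80% or more in the other. At the 34 such X tiles that were low in male T cells (median 5.89%), female T cells had a median of 48.2% (quartiles 41.2% to 53.1%), and 32 (94.1%) lay between 30% and 70%. The 11 called X tiles meet the same rule and are among the 34 and the 32. For these 11 the test is not independent of the calls, and the rest of the 34 were not called for this contrast. At the 1370 autosomal tiles chosen the same way, female T cells had a median of 11.9%, and 24 (1.75%) lay between these bounds. The reverse choice gave 3 X tiles low in male B cells (median 16.3%), with a female B cell median of 36.4% and 3 of 3 between the bounds, against 8 of 247 autosomal tiles (3.24%). These values are consistent with a candidate explanation in which the cell type lowers methylation on the active X and the inactive X keeps it, but the files do not separate the X copies. Mislabelled libraries are argued against by the reads on X and Y and by the levels at Xist in all 4 libraries.

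With no minimum difference, 105 autosomal tiles were called for this contrast, of which 82 (78.1%) had a mean level under 10% and their highest level in male B cells, against 0.866% of all autosomal tiles. Male B cells also had the highest mitochondrial share. Incomplete conversion of that library is a candidate explanation, although the median level of 3.20% in male B cells at these tiles is above the mitochondrial 0.727%, and CpGs on 1 unconverted read count several times. The draws from cell type and sex terms alone gave 66 such autosomal calls, 65 of them low and highest in male B cells, against 105 and 82, so these terms may account for part of the calls.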

How the results depend on the processing

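The alternatives that took the mitochondrial share off, left out CpGs of over 1000 reads, kept CpGs listed in all 4 libraries, kept autosomal loci or tiles alone, kept solo LTRs alone, or set at least 10 reads per CpG at IAPs, and those of the B minus T correlation and of the third contrast at VM-IAPs, were chosen after seeing the data. No paired analysis was possible because replicate numbers are not shared between groups and each group has 1 file.

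Apart from leaving out a library, 51 of the 90 values of the compared results kept their direction and side of the threshold or stayed within 1.5 times the main count, and 39 moved beyond that. Values with a sign of their own kept it, but the main direction of the autosomal tiles between the sexes flipped with no minimum difference, from 15 of 20 higher in females to 118 of 372. With a library left out, 12 of 32 stayed and 20 moved, with 0 reversed.

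With no minimum difference the counts were 142524 tiles between B and T, 372 autosomal tiles between the sexes, 119 tiles for the third contrast, 4070 promoters between B and T and 207 autosomal promoters between the sexes. With a minimum of 10 points they were 101225, 116 and 26 for the same 3 kinds of tile. These counts rise by construction. With the mitochondrial share taken off as well as no minimum, 1695 promoters were called between B and T and 29 on autosomes between the sexes, and 2966 and 212 when the spread of the deposited reads was kept, so the fall to 29 came with the new spread. In 5-kb tiles the counts were 6257 between B and T, 439 between the sexes, of which 3 on autosomes and 436 on X, and 4 for the third contrast. Fewer tiles (501029) were tested and each averages more CpGs. With limma they were 392 between the sexes, of which 1 on autosomes and 391 on X, and 0 for the third contrast, with 84265 and 73047 tiles at an unadjusted p under 0.05, and the cause was not tested. All 39202 B against T tiles of limma were among the 48485 of edgeR, as were all 38118 that Fisher's exact test called in both sexes. A minimum of 50 reads (47112 B against T tiles, 1220 between the sexes, 10 for the third contrast) and no sex term (48346 B against T tiles) stayed near the main counts.

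Left out 1 at a time, the libraries gave 49058 to 49336 B against T tiles, of which 44041 to 44754 were shared with the main 48485. They gave 0 to 0 tiles between the sexes by edgeR, on autosomes as on X, 35 to 168 promoters between B and T and 0 to 236 X promoters between the sexes. These fits had 1 residual degree of freedom and no second term, so cell type differences enter the spread of the sex comparison, and the lone library of an arm is assumed to vary like the others. This construction lowers the sex counts, while for B against T promoters the cause was not tested.

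At the 32 named promoters, 200 of 222 other values were unchanged in call, 20 passed once no minimum difference was set, and 2 no longer passed, Cd22 (-19.9 points) and Blk (-8.59 points) in windows of 500 bases. With a library left out, 99 of 128 calls were unchanged and 29 were lost. None changed sign after a call. Il2rg gave no value in windows of 500 bases and Gm20489 none at a minimum of 50 reads. For imprinted promoters one by one, 7 of 15 mean levels stayed within their interval in windows of 500 bases and 8 moved, and Snrpn gave no value there.

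Mean methylation moved beyond its counting interval under every alternative tried, because that interval is very narrow. The unweighted mean over CpGs with at least 5 reads was 80.9% in female B, 79.6% in female T, 81.0% in male B and 79.5% in male T cells, that over CpGs with at least 10 reads 80.6%, 79.0%, 81.1% and 79.0%, that over CpGs listed in all 4 libraries 80.79%, 79.5%, 80.78% and 79.4%, and that over reads without CpGs of over 1000 reads 80.3%, 78.6%, 81.0% and 78.8%. B cells were above T cells of the same sex under each, while male B cells were above female B cells under each but the CpGs listed in all 4 libraries.

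At VM-IAPs, the difference in median range stayed past its threshold under each alternative, from 3.07 points for the middle libraries to 13.1 points for weighted means, and 8.68 to 11.2 points with a library left out. Against other copies it was 11.9 to 15.9 points. At least 5 reads per CpG changed nothing, since the files list no others. The cell type difference was called at 3 VM-IAPs on 4 distal CpGs and at 4 with limma, against 0 by edgeR on 8, where the smallest adjusted p was 0.0541, and the cause was not tested. Depth limits the precision at loci, with a median of 91 reads per end and library, and on the X of males, where the median CpG had 0.5 times the autosomal reads.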

Other observations

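The correlation of the B minus T difference between the sexes and the tests of other splits of the libraries, of depth at X promoters, of Y sequence at autosomal tiles, of counting noise in the B minus T correlation and of other LTR copies in it were chosen only after the result was seen, as was taking the mitochondrial share off the promoter reads.

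The mitochondrial methylated share was highest in male B cells, at 0.727%. Incomplete conversion of the library was tested at the 728 lowest CpG-rich autosomal promoters, where the methylated share of reads was 0.365% in female B cells, 0.166% in female T cells, 0.722% in male B cells and 0.169% in male T cells. At both kinds of site both B cell libraries were above both T cell libraries, and male B cells were highest with shares of like size (0.727% and 0.722%), which is consistent with incomplete conversion. A true low level of methylation in B cells at both kinds of site stays open, and the spike-in controls were not analysed here.

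Incomplete conversion of the B cell libraries was argued against as the cause of the B against T tiles that were higher in B cells. The largest B minus T excess at the lowest promoters was 0.553 points, far under the 20 points that a call needs. Among promoters with no minimum difference, taking the mitochondrial share off at the spread of the deposited reads lowered the count between B and T from 4070 to 2966, of which 81.7% were higher in B cells, against 88.9% before. Incomplete conversion may thus account for part of that count but not for the whole of its direction. For the sexes on autosomes, the same step gave 212 promoters (186 higher in males) against 207 (195 higher in males), so the mitochondrial share of male B cells is argued against as the whole cause of these small differences. With the spread estimated anew the counts were 1695 and 29, but the prior degrees of freedom then fell from infinite to 10.4, so these lower counts do not isolate conversion. Of the 3 splits of the 4 libraries into 2 and 2, 1, the real one, gave as many B against T tiles, the others giving 1324 and 13. With 3 splits the share is never under 0.05, so chance cannot be excluded by this count. The sexes can be set side by side, however: Fisher's exact test called 38118 tiles in the same direction in both sexes and 2 in opposite directions.

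Fewer reads on X in males did not account for the difference at X promoters. At 145 of the 155 CpG-rich X promoters (93.5%) the 95% interval of the female level lay above that of the male level in both cell types, and at 1 the male interval lay above in both, at a median of 504 reads in male B and 634 in male T cells. Low depth would widen the intervals and part them in both directions. X inactivation in females, which the sex labels allow, was not tested at promoters beyond this.

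Of the 15 autosomal tiles higher in females, 11 (73.3%) matched Y sequence at 80% identity or more over at least 150 bases, against 131 of 500 other autosomal tiles (26.2%, Fisher's exact test, 2-sided, p = 0.000241). Males had at least 1.5 times as many reads per CpG as females, scaled to library depth as above, at 4 of the 15, against 1 of the 500 (Fisher's exact test, p = 2.32e-06). Of the 5 tiles higher in males, 1 matched Y sequence and 0 had such an excess of male reads. Reads of Y sequence placed on autosomes are therefore a candidate explanation for part of these tiles. The matches near C1s2, Adgrl2, Sox9 and Cox7c and in Gm19585 fell on the same Y segment. Fisher's test therefore counts matches that are not independent. In Cep85 (chromosome 4, 134162001 to 134163000) the match was 99.3% over 950 bases, yet males had 0.648 times the female reads per CpG. That tile lies in an endogenous retrovirus that the study found to vary between individuals. A difference between pools therefore stays open there. The 4 that did not match, and the 5 higher in males, have no explanation tested here, and a sex difference stays open for them. One of the 15, in an intron of Slc15a2 (chromosome 16, 36769001 to 36770000), lies in a VM-IAP and also matched Y sequence, at 80.4% over 683 bases.

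Counting noise with each CpG drawn independently was argued against as the whole cause of the range at VM-IAPs. Binomial draws gave a median range of 9.55 points, and the highest of 10000 draws gave 11.6 points (11.6386), against 18.9 observed. At 54 of 96 loci (56.3%) the range was above the 95th percentile of its own draws. CpGs of 1 read are not independent, so the draws are too narrow where neighbouring CpGs share reads, by an amount not measured here. Wider counting noise from shared reads therefore stays open as a cause of part or all of the range. At the 29 IAPs under the threshold the draws gave 5.56 points against 5.89 observed, and 2707 of 10000 draws were as high. At the other LTR copies, 352 of 3056 (11.5%) were above the 95th percentile of 500 draws. Their median range of 5.28 points was also above the highest of these draws (4.79 points), so a range beyond the draws was not particular to VM-IAPs. Levels that differ between pools of mice, between cell types or between sexes may each contribute to the excess over 11.6 points, as may shared reads. The design does not separate pools from groups, because each group has 1 library. The draws do not model that the list was chosen for variation on data that include these libraries, which may raise the range at listed loci. The B minus T difference shared by the sexes at the same loci, given below, was likewise beyond these draws.

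If mice shared between the B and T cell pools of 1 sex set the VM-IAP levels, the female minus male difference would be alike in both cell types. The correlation of 0.153 was reached or passed by 777 of 10000 draws of counting noise, so it is not above noise. The 58 VM-IAPs with a mean level of 20% to 80%, taken after the data were seen, gave r = 0.177 (permutation p = 0.184). Their rho was 0.263 (permutation p = 0.0456, not adjusted), and no draws were made for them alone. A shift of all VM-IAPs in 1 sex was argued against, since 59.4% of loci had the same sign in both cell types and the mean difference was -2.46 points in B cells and 1.75 points in T cells. Whether any locus of intermediate level would give such a correlation cannot be told apart, because only 13 other LTR copies had a mean level of 20% to 80%, and their r of 0.508 (p = 0.0758) was 0.0721 without the 2 farthest. The labels do not say whether B and T cells came from the same mice, so a low correlation does not argue against levels shared within a mouse.

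The B minus T difference, in contrast, was shared between the sexes at VM-IAPs beyond counting noise drawn for each CpG independently, with r = 0.553 against a highest value of 0.380 in 10000 draws. Whether any LTR copy below full methylation would share it cannot be told apart, because the measures part. Other LTR copies with a mean level under 90% (207 loci) gave the higher r, 0.721 (0.721445), which rests partly on the 2 farthest loci (0.476 without them, against 0.471 at VM-IAPs). Their rho was lower, 0.242 against 0.541, and 118 of 207 (57%) had the same sign in both sexes against 69 of 96 (71.9%). All 3056 other copies gave r = 0.297, rho = 0.0409 and the same sign at 50%. The 29 IAPs under the threshold gave r = 0.299 (p = 0.115). The study also left loci split by cell type out of its list, so r at listed loci is not a neutral standard. The locus with the largest shared difference among those with a wide range, Vmn2r97 (chromosome 17, 18967877 to 18969281), was singled out after its values were seen. Its levels were 81.4% in female B cells, 29.5% in female T cells, 76.3% in male B cells and 34.9% in male T cells.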
